A study of Homo sapiens with 5 samples. Its data were reported in "CFIm25 regulates human stem cell function independently of its role in mRNA alternative polyadenylation" (2022).

How the data were processed

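Poly(A)-selected RNA of the human embryonic stem cell line H9 was measured in 5 libraries, 2 labelled control and 3 labelled CFIm25 KO, with a kit that sequences the 3' end of each transcript (QuantSeq Rev, NovaSeq). CFIm25, encoded by NUDT21, is the subunit of cleavage factor I that binds UGUA motifs upstream of poly(A) sites. The labels call the edited lines CFIm25 KO, and the study describes clones with much reduced CFIm25 and short deletions near its N-terminus, so the label is used here as a name only. Per the study, each line came from a single clone, and the controls are clones that received an empty vector. The p-values therefore measure the spread between these clones, which includes differences between clones that the editing did not make.

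The authors reverse complemented the reads, mapped them with Bowtie2, took the read end as the poly(A) junction, removed internal priming and clustered the ends into sites. The deposited table gives for each site the raw read count in each library, with a summed count. It also gives RPM values that the authors obtained by dividing the counts by a library total, and their sum over the libraries, deposited as a score column. The table holds 29996 sites whose RPM summed over the 5 libraries was at least 5. The authors also deposited a ratio of the mean RPM (fold change) and an unadjusted p-value per site, which equalled an equal-variance test on the RPM values to within 1.1e-13. The labels name hg19, whereas 98.85% of 22991 sites lay within 5000 bp of their gene in GRCh38, against 12.46% of 24707 sites in GRCh37, so all positions here are given as GRCh38. Of 12693 gene identifiers, 12586 were found in the name table, and 8 symbols that had turned into dates were restored from the identifiers (17 sites).

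The counts were used for every test, and the RPM, ratio and p-value columns only for checks and for ranking the sites of a gene. The counts summed to between 5203908 and 7783102 reads per library, and the totals behind the RPM values were between 5398858 and 8057461. The chi-square per degree of freedom between the 2 controls was 2.92 over 28780 nuclear sites, above sampling noise, so no library was treated as a duplicate. Reads carry no molecular identifiers, so counting intervals and limits (95% confidence level, 3 reads over the group for a count of 0) cover counting error only.

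Gene counts were the sums over all sites of a gene. Genes and single sites were tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr, robust quasi-likelihood F test, two-sided, no covariate) with Benjamini-Hochberg adjustment at a threshold of 0.05, and standard errors were derived from the log2 fold change and the F statistic. For tandem alternative polyadenylation (APA), the 2 sites of highest mean RPM annotated as 3' UTR were compared per gene with edgeR's diffSpliceDGE, provided that both passed the count filter and each held at least 5% of the pair. The shift is the log2 ratio of proximal to distal reads in CFIm25 KO minus that in control, so that positive values mean more use of the proximal site. Intronic usage was tested the same way on the summed intronic and the summed 3' UTR reads of a gene. Neither test held a term for the library, although both counts of a gene came from the same libraries. Variation between libraries that both counts share therefore entered the standard errors and intervals of the shifts. CPM values are given as mean ± SD. Shares of reads per annotation class and library medians of the APA ratio were compared with an exact two-sided permutation test over the 10 splits of 5 libraries, whose smallest p is 0.1.

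The 26 gene lists were core pluripotency, endoderm, mesoderm, ectoderm and neural, trophoblast and extraembryonic, fibroblast and feeder, metallothionein, transcripts named by the study, APA targets of CFIm25 known from other cells, cleavage and polyadenylation factors, PAF1 complex and elongation factors, S phase, G2 and M phase, growth inhibitors and tumour suppressors, p53 targets, imprinted genes, the 20q11.21 region, integrated stress response, heat shock, glycolysis and hypoxia, nuclear oxidative phosphorylation, mitochondrially encoded, ribosomal protein, ZNF-named zinc finger, cholesterol synthesis, and Nodal, TGF-beta and WNT response. They were tested with camera of limma 3.58.1 with a preset inter-gene correlation of 0.01, and again with an estimated correlation and with fry, which asks whether the genes of a list move one way on balance. Genes of each nuclear chromosome were tested as sets in the same way.

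The tests, lists, alternatives and the rule for naming genes were fixed before the data were examined. The rule names NUDT21 and the study's transcripts, called genes with a mean log2 CPM of at least 3 and no overlap between the groups, up to 4 members of each list with the smallest p, the known APA targets, and the called pairs, intronic genes and sites with the smallest p. Alternatives were the DESeq2 1.42.0 size factors and test, library totals, no count filter, 3' UTR sites only, the replicate number as a block, Fisher's exact test on pooled counts, limma on log2 ratios with a pseudocount of 1, other choices of sites, and leaving out each library in turn. When this left 1 control, its spread was assumed to equal that of the other group. Added after the data were seen were the merging of sites within 100 bp, the omission of sites at 0 in 1 library while another of its group held 20 or more reads, and a model with the library as a block.

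Each test was tried on simulated counts drawn from the means and library sizes of these libraries, with 100 features changed per fold size. The changed genes and sites were drawn only from those with a mean above 5 CPM. Of such genes changed 2-fold and 4-fold, 68% and 97% were recovered in tests of 11841 genes. Of such sites 34% and 92% were recovered in tests of 24722. Recovery of genes and sites with fewer reads was not tried. Of APA pairs 16% and 73% were recovered among 3312, and of intronic genes 28% and 84% among 1019, with 1 call of the wrong sign at 2-fold. With the library as a block the rates were 8% and 59% for pairs and 13% and 65% for intronic genes. The 2 counts of a gene were drawn independently, without the variation between clones that they can share. These rates therefore need not hold for the real pairs. In the tests without the block, the unchanged features called were 16 genes, 20 sites, 9 pairs and 5 intronic genes. For genes, sites and pairs these false calls made up more of the simulated calls than the threshold of 0.05 aims at. The 95% intervals held 0 for 94.1% of unchanged pairs and 95.5% of unchanged intronic genes. The planned test of UGUA motifs near the sites needs a GRCh38 sequence and was not run.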

Results

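Poly(A) sites were counted at the 3' ends of transcripts in 2 control clones and 3 CFIm25 KO clones of H9 embryonic stem cells. The controls held 5203908 and 5243225 reads in the table, and CFIm25 KO clones 1 to 3 held 7783102, 7009418 and 5684809. Of the 29996 sites, 18491 were annotated as 3' UTR and 3419 as intron, and 5086 lay in no annotated gene. The median nuclear site held between 21 and 31 reads per library, which limits the precision for single sites.

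The first comparison asked which genes differed in poly(A)+ RNA level when CFIm25 was edited. NUDT21 (ENSG00000167005), which encodes CFIm25, fell by 0.77 on the log2 scale (SE 0.112, edgeR adjusted p = 0.0324), from 222.3 ± 1.02 CPM in control (SD, n = 2) to 130.8 ± 2.21 CPM in CFIm25 KO (SD, n = 3). The control libraries held 223 and 221.6 CPM and the CFIm25 KO libraries 130.5, 128.7 and 133.1 CPM. These 3' tags lie outside the edited part of the gene and check neither the edit nor the protein. CHCHD2 (ENSG00000106153), which encodes a protein of the mitochondrial intermembrane space that also acts in the nucleus, fell by 3.52 (SE 0.244, edgeR adjusted p = 8.35e-05), from 53.06 ± 1.64 to 4.7 ± 1.65 CPM. C9orf135 (ENSG00000204711), which encodes a membrane-associated protein found in undifferentiated stem cells, rose by 1.22 (SE 0.168, edgeR adjusted p = 0.0254), from 28.33 ± 4.74 to 66.21 ± 6.56 CPM. CSNK1E (ENSG00000213923), which encodes a casein kinase of the circadian clock and WNT pathways, rose by 1.02 (SE 0.149, edgeR adjusted p = 0.0324), from 45.1 ± 4.91 to 91.5 ± 9.03 CPM. The rise of CSNK1E came from its intronic sites, and from its 3' UTR sites alone the fold change of CSNK1E was -0.11 on the log2 scale (edgeR adjusted p = 0.97).

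ZFP42 (ENSG00000179059), the pluripotency marker also known as REX1, held 42 and 44 reads in the controls and 0, 0 and 1 in the CFIm25 KO clones. The ratio of control to CFIm25 KO was 169 (95% counting interval 29.5 to 6740), and edgeR gave an adjusted p = 0.000824. MPV17L and TCL1B fell outside the rule for naming genes and were chosen after their values were seen. MPV17L, which acts in peroxide metabolism, held 36 and 70 reads in the controls and 2, 2 and 1 in the CFIm25 KO clones (ratio 41.6, counting interval 17.3 to 131, edgeR adjusted p = 0.000824). TCL1B, a coactivator of AKT kinases, fell by 2.40 (SE 0.372, edgeR adjusted p = 0.0489), from 10 ± 1.77 to 1.89 ± 0.799 CPM. These were the 7 genes past the threshold among 11841 tested, 2 higher and 5 lower. At an unadjusted p under 0.05 there were 844 genes (7.13%), and the libraries of the groups did not overlap in 24.5% of genes, against 20% by chance.

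Whichever library was left out, the 7 log2 fold changes kept their sign and at least 0.867 times their size, while 6 of the calls were lost in some fits. CHCHD2 alone kept its call in edgeR whichever library was left out, with a highest adjusted p = 0.0113 (without control 2). ZFP42 and MPV17L lost theirs only without control 2 (edgeR adjusted p = 0.0727 and 0.107). Without control 1, control 2 or CFIm25 KO 1, edgeR gave adjusted p = 0.856, 0.995 and 0.151 for NUDT21, although the fold change of NUDT21 stayed between -0.76 and -0.77 on the log2 scale in those 3 fits. In the same order the edgeR adjusted p was 0.286, 0.995 and 0.0909 for C9orf135 (log2 fold change 1.41, 1.06 and 1.25), 0.673, 0.995 and 0.151 for CSNK1E (1.14, 0.91 and 0.995), and 1, 0.668 and 0.184 for TCL1B (-2.21, -2.57 and -2.15). The count of called genes was 5 without control 1 (2 higher, 3 lower), 2 without control 2 and 3 without CFIm25 KO 1 (all lower), 12 without CFIm25 KO 2 (5 higher, 7 lower) and 123 without CFIm25 KO 3 (62 higher, 61 lower), so the balance of higher and lower calls depended on the libraries used. With DESeq2 size factors the fold change of TCL1B also missed the threshold (edgeR adjusted p = 0.055).

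**Figure D1:**
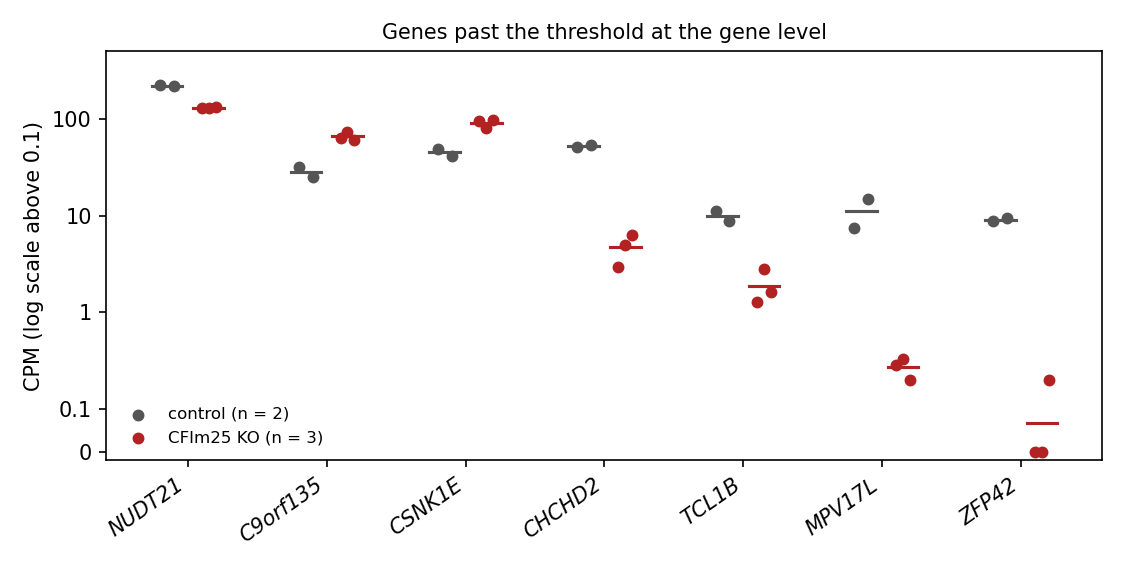
Levels of the 7 genes past the threshold at the gene level, in CPM on an axis that is logarithmic above 0.1, with 1 point per library and a line at the mean of each group (control, n = 2; CFIm25 KO, n = 3). NUDT21 lay between 128.7 and 133.1 CPM in CFIm25 KO against 221.6 and 223 in control, whereas ZFP42 was at 0 in 2 of the 3 clones.

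The study named 7 transcripts on the basis of these lines, so tests of this list are not independent evidence. The 5 tested all fell when adjusted over the list alone, and 2 of them, CHCHD2 and ZFP42, over all genes (LINC00458 and TUSC1 were not analysed here). CCDC152, a gene that overlaps SELENOP on the other strand, held 15 and 19 reads in control and 1, 0 and 1 in CFIm25 KO (ratio 33.3, counting interval 8.54 to 286, edgeR adjusted p = 0.0609). ZNF717, a zinc finger gene with close copies to which its reads could also belong, held 21 and 34 reads in control and 0, 1 and 4 in CFIm25 KO (ratio 21.6, counting interval 8.7 to 69, edgeR adjusted p = 0.0773). DCTN5, a dynactin subunit, was at 25.19 ± 2.41 CPM in control and 16.67 ± 2.79 in CFIm25 KO (log2 fold change -0.60, SE 0.2, edgeR adjusted p = 0.568). The fold change of CCDC152 passed the threshold with library totals (edgeR adjusted p = 0.043), without a count filter (edgeR adjusted p = 0.049), with DESeq2 (adjusted p = 0.043) and in edgeR without CFIm25 KO 3 (adjusted p = 0.0083). The fold change of ZNF717 passed it with DESeq2 (adjusted p = 0.0032) and in edgeR without CFIm25 KO 3 (adjusted p = 0.0024). The list had a median of -4.27, or -3.52 with 2 low-count genes at the limit of their counting intervals (camera adjusted p = 1.02e-14, and adjusted p = 0.265 with an estimated correlation).

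Among 32 tested genes of core pluripotency, ZFP42 was the 1 gene that fell over all genes, and it was among the 2 that fell when adjusted over the list alone. The growth factor FGF2 was at 81.38 ± 4.29 and 51.99 ± 18.5 CPM, and the WNT antagonist SFRP2 at 114.5 ± 3.44 and 75.22 ± 24.9 CPM, neither past the threshold (edgeR adjusted p = 0.669 for both). Without CFIm25 KO 3 the fold change of SFRP2 passed it (edgeR adjusted p = 0.0071). The central factors POU5F1, SOX2 and NANOG, named after their values were seen, were not called by edgeR. POU5F1 was at 188.2 ± 20 and 207.4 ± 7.69 CPM and SOX2 at 78.04 ± 12.6 and 74.54 ± 7.59 CPM. The list had a median of 0.10 and a mean of -0.22, opposite in sign, and camera pointed down (adjusted p = 0.466, 0.0424 without CFIm25 KO 3, or 0.805 over all libraries with the estimated correlation of 0.189).

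Lineage markers asked whether the edited clones held differentiating cells. In the ectoderm and neural list all 8 tested genes were above 0 (median 0.56, mean 1.32, camera adjusted p = 0.0181, adjusted p = 0.54 with an estimated correlation), and none was called, over all genes or adjusted over the list alone. This list held 18 genes, of which 8 had a site. Sites were kept by their RPM summed over 2 control and 3 CFIm25 KO libraries. A gene low in control could thus enter through high levels in edited clones, so the common direction may partly reflect this selection. NES, an intermediate filament of neural progenitors, was at 72.51 ± 6.53 CPM in control and 93.78 ± 4.11 in CFIm25 KO (edgeR adjusted p = 0.599), and the neural factor ZIC2 at 41.68 ± 10.6 and 69.85 ± 30.4 CPM (edgeR adjusted p = 0.844). Over the fits with 1 library left out the fold change of ZIC2 lay between 0.477 and 1.06 on the log2 scale, and it passed the threshold without CFIm25 KO 3 (edgeR adjusted p = 0.0095). SIX3, an eye and forebrain factor, was at 5.9, 116 and 1.21 CPM in CFIm25 KO 1 to 3 against 0.834 and 1.07 in control. The list lost its call without control 2 (camera adjusted p = 0.141) and without CFIm25 KO 2 (camera adjusted p = 0.147). Of mesoderm 3 genes were tested (median -0.30, camera adjusted p = 0.319), among them KDR at 31.74 ± 0.508 and 22.57 ± 13.1 CPM and PDGFRA at 3.59 ± 0.657 and 3.01 ± 1.77 CPM. Without CFIm25 KO 3 the fold change of KDR was -1.04 on the log2 scale and passed the threshold (edgeR adjusted p = 0.048), whereas without CFIm25 KO 2 it was -0.195. Of the 15 genes of the endoderm list only AFP had a site (3.59 ± 0.657 and 2.87 ± 1.69 CPM). Of the 17 genes of the trophoblast list only KRT7 (2.63 ± 0.701 and 2.92 ± 1.67 CPM) and TFAP2C (36.28 ± 0.314 and 37.22 ± 20.1 CPM) had one. These were too few for a list test. The other genes of both lists had no site in the deposited data, which keep only sites past a minimum summed RPM. Their levels were therefore not compared. The 6 fibroblast and feeder genes, among them COL1A1 at 11.18 ± 0.189 and 15.07 ± 2.54 CPM, gave no call (median 0.10, camera adjusted p = 0.71).

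Genes of the integrated stress response, a programme that ATF4 drives when amino acids or protein folding fail, leaned lower in CFIm25 KO. DDIT4, an mTOR inhibitor, was at 264 ± 16.7 CPM in control and 179.6 ± 6.03 in CFIm25 KO (log2 fold change -0.56, SE 0.112, edgeR adjusted p = 0.159). ATF4 itself was at 455.8 ± 14.8 and 355.8 ± 24.1 CPM (log2 fold change -0.36, SE 0.111, edgeR adjusted p = 0.52), and the serine synthesis enzyme PSAT1 at 758.3 ± 33.2 and 596.6 ± 20.4 CPM (edgeR adjusted p = 0.519). Of 20 tested genes 17 were below 0 (median -0.33, camera adjusted p = 5.27e-07, adjusted p = 0.54 with an estimated correlation). None was called over all genes, and 6 fell when adjusted over the list alone (DDIT4, PSAT1, ATF4, PCK2, CHAC1 and SLC3A2). The camera call held whichever library was left out, with a highest adjusted p = 0.00216 (without control 2). The fold change of DDIT4 passed the threshold over all genes with DESeq2 (adjusted p = 0.037) and in edgeR without CFIm25 KO 3 (adjusted p = 0.032).

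The p53 target list leaned lower, with 17 of 25 genes below 0 (median -0.18, camera adjusted p = 0.0161, adjusted p = 0.805 with an estimated correlation) and none called, over all genes or adjusted over the list alone. SESN2, a stress-induced inhibitor of mTOR, was at 75.88 ± 5.91 CPM in control and 55.7 ± 21.7 in CFIm25 KO (edgeR adjusted p = 0.846), and the DNA repair gene DDB2 at 93.64 ± 2.3 and 76.97 ± 22.8 CPM (edgeR adjusted p = 0.864). This list lost its call without control 1, control 2 or CFIm25 KO 2 (camera adjusted p = 0.0579, 0.0691 and 0.717). Cholesterol synthesis also leaned lower (19 of 25 genes below 0, median -0.15, camera adjusted p = 0.0181, adjusted p = 0.805 with an estimated correlation), with no gene called, over all genes or adjusted over the list alone. The isoprenoid synthesis gene IDI1 was at 76.61 ± 8.1 and 61.7 ± 3.5 CPM (log2 fold change -0.31, SE 0.137, edgeR adjusted p = 0.669). Cholesterol synthesis lost its call without control 1, control 2 or CFIm25 KO 1 (camera adjusted p = 0.0579, 0.0978 and 0.397). Genes of 20q11.21, a region often gained in cultured stem cells, leaned higher (12 of 17 above 0, median 0.20, camera adjusted p = 0.0161, adjusted p = 0.54 with an estimated correlation). ID1, an inhibitor of differentiation, was at 243.6 ± 26.9 and 384.3 ± 71.6 CPM (log2 fold change 0.66, SE 0.155, edgeR adjusted p = 0.274), the 1 gene that rose when adjusted over the list alone. Without CFIm25 KO 3 the fold change of ID1 passed the threshold over all genes (edgeR adjusted p = 0.028), and the 20q11.21 list lost its call without control 2 or CFIm25 KO 3 (camera adjusted p = 0.237 and 0.104). With an estimated correlation and with fry, which tests a balance of direction, none of the 24 tested lists was called. The mixed test of fry, which asks for change in either direction, called the cleavage and polyadenylation factors (adjusted p = 0.00842), which include NUDT21 itself, and the study's transcripts (adjusted p = 0.0165).

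CFIm25 works with other 3' processing factors, and these showed no common direction. Of 23 cleavage and polyadenylation factors, NUDT21 fell over all genes, and NUDT21 and PAPOLA fell when adjusted over the list alone (median 0.03, mean -0.05, opposite in sign, camera down, adjusted p = 0.706). PAPOLA, a poly(A) polymerase, was at 200.2 ± 27.2 CPM in control and 141.1 ± 14.8 in CFIm25 KO (log2 fold change -0.50, SE 0.134, edgeR adjusted p = 0.378). The partner subunit CPSF6, named after its values were seen, was at 99.14 ± 0.414 and 114.6 ± 12.4 CPM (edgeR adjusted p = 0.818). The 8 tested APA targets known from other cells had a median of 0.16 (camera adjusted p = 0.148), among them PAK2 at 29 ± 0.256 and 36.42 ± 3.56 CPM. The 31 PAF1 complex and elongation factors had a median of 0.03 (camera adjusted p = 0.647), among them SUPT5H at 93.64 ± 10.4 and 117.3 ± 4.19 CPM. With library totals the medians of the cleavage factors and of the elongation factors turned negative (-0.0033 and -0.01).

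The cell cycle lists, which bear on growth rate, were not called. S phase (38 genes, median -0.04, camera adjusted p = 0.441) included RRM2, a ribonucleotide reductase subunit, at 140.1 ± 10.4 and 114.1 ± 9.47 CPM. G2 and M phase (57 genes, median 0.01, mean -0.0019, camera down, adjusted p = 0.812, median -0.02 with library totals) included the kinetochore gene CENPF at 207.6 ± 11.9 and 265.8 ± 19.3 CPM. Growth inhibitors and tumour suppressors (19 genes, median -0.09, camera adjusted p = 0.319) included NF1 at 16.65 ± 1.21 and 12.38 ± 1.07 CPM. Among 16 imprinted genes (median 0.02, camera adjusted p = 0.777, median -0.02 with library totals), NNAT, a neuronal proteolipid gene, rose when adjusted over the list alone, from 13.21 ± 3.06 to 45.05 ± 16.1 CPM (log2 fold change 1.77, SE 0.318, edgeR adjusted p = 0.204). The fold change of NNAT passed the threshold over all genes with DESeq2 (adjusted p = 3.7e-05) and in edgeR without CFIm25 KO 2 (adjusted p = 0.011).

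Of the remaining lists none was called. Heat shock and chaperones had a median of 0.0044 over 14 genes (camera down, adjusted p = 0.73, mean 0.02, median -0.03 with library totals), with the mitochondrial chaperonin HSPE1 at 1195 ± 128 and 894.6 ± 110 CPM. Glycolysis and hypoxia had a median of 0.04 over 27 genes (camera adjusted p = 0.466), with PDK1 at 47.15 ± 0.945 and 77.48 ± 26.2 CPM. Nuclear oxidative phosphorylation had a median of -0.03 over 35 genes (camera adjusted p = 0.319), with NDUFS3 at 367.3 ± 29.7 and 320.4 ± 18.6 CPM. The 13 mitochondrially encoded genes had a median of 0.13 (camera adjusted p = 0.223), and MT-RNR1, an rRNA, rose when adjusted over the list alone, from 1597 ± 95.2 to 2195 ± 109 CPM (edgeR adjusted p = 0.274 over all genes). Without CFIm25 KO 1 the mitochondrially encoded list was called (camera adjusted p = 0.000737), whereas over all libraries its estimated correlation of 0.519 gave a camera adjusted p = 0.805. Ribosomal protein genes had a median of 0.05 over 84 genes (camera adjusted p = 0.203), with RPL29 at 195.4 ± 4.01 and 235.4 ± 23 CPM. ZNF-named zinc finger genes had a median of 0.07 over 342 genes (camera adjusted p = 0.12), with ZNF667 at 6.45 ± 1.75 and 11.97 ± 2.36 CPM, and ZNF717 fell when adjusted over the list alone. Nodal, TGF-beta and WNT response had a median of 0.10 over 11 genes (camera adjusted p = 0.777, 0.0238 without CFIm25 KO 2, or 0.886 over all libraries with the estimated correlation of 0.255), with PMEPA1 at 7.18 ± 1.02 and 11.37 ± 1.65 CPM. The 6 metallothioneins had a median of 0.48 while camera pointed down (adjusted p = 0.449, or 6.67e-09 without CFIm25 KO 3), and over all libraries their estimated correlation of 0.978 gave a camera adjusted p = 0.805. MT2A was at 50.2 ± 0.251 CPM in control and 63.14 ± 77 CPM in CFIm25 KO.

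Whole chromosomes were compared because cultured stem cell clones can gain them. No chromosome of 23 was called by camera. The lowest value belonged to X, with a median of 0.08 (camera adjusted p = 0.237). This test contrasts group means and would dilute a gain carried by a single clone. In single libraries the chromosome medians against the control mean lay between -0.0809 (chromosome 4) and 0.1 (X), both in CFIm25 KO 2.

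The share of reads per annotation class asked whether intronic or other premature ends became more common. Intronic sites took 2.37 ± 0.0513% of reads in control (SD, n = 2) and 2.32 ± 0.049% in CFIm25 KO (SD, n = 3), a difference of -0.0559 percentage points (exact permutation p = 0.4). The 3' UTR share was 78.45 ± 0.281% and 77.79 ± 1.78% (exact permutation p = 0.9), and the share in no gene was 7.98 ± 0.0485% and 8.02 ± 0.104% (exact permutation p = 0.9). Other exons took 3.39 ± 0.0777% and 3.33 ± 0.111% (exact permutation p = 0.5). Mitochondrial sites took 7.8 ± 0.459% and 8.55 ± 1.71% (exact permutation p = 0.9), with 10.45% in CFIm25 KO 3. The smallest p this design allows is 0.1.

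Single poly(A) sites were then compared. An intronic site of PCM1, a centriolar satellite gene (chromosome 8, position 17989454), rose by 1.57 (SE 0.22, edgeR adjusted p = 0.00883), from 8.58 ± 1.26 to 25.54 ± 3.16 CPM. An intronic site of the noncoding gene AC139769.1 (chromosome 19, position 23828866) rose by 1.18 (SE 0.156, edgeR adjusted p = 0.00592), from 32.01 ± 2.02 to 72.48 ± 4.1 CPM. A 3' UTR site of OPTN, an autophagy receptor (chromosome 10, position 13136920), fell by 1.17 (SE 0.189, edgeR adjusted p = 0.0305), from 50.32 ± 4.56 to 22.28 ± 4.73 CPM. The distal sites of IST1 and BCAT1 fell by 1.01 and 1.57 (edgeR adjusted p = 0.0458 and 0.0412). A further 3 nuclear sites in genes were at 0 in every library of 1 group. TUBA4A, at position 219250332 of chromosome 2, held 55 and 46 reads in control and none in CFIm25 KO (at least 66-fold lower, with 3 reads over the group as the floor). KSR1, at position 27626279 of chromosome 17, and EIF2B3, at position 44850779 of chromosome 1, held none in control and were at least 27.5-fold and 25.3-fold higher in CFIm25 KO. Each of these 3 sites had a neighbour 49 to 58 bp away, in the same gene, with reads in all libraries.

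Of 24722 tested sites edgeR called 25, 9 higher and 16 lower, and 2006 (8.11%) had an unadjusted p under 0.05. Outside genes, a site on chromosome X at position 21654599 held no read in control and was at least 20.7-fold higher in CFIm25 KO, and a site on chromosome 22 at position 30486837 rose by 2.35 (SE 0.331, edgeR adjusted p = 0.00907). On the minus strand of the mitochondrial genome, positions 9167 and 7160 held 1077 and 1005, and 275 and 289 reads in control and none in CFIm25 KO (at least 1360-fold and 369-fold lower). Of the 60 mitochondrial sites 36 were at 0 in a library beside a filled library of the same group, and on the same strand position 9346 held 2310 reads in CFIm25 KO 2 alone, 9725 held 2095 in CFIm25 KO 3 alone, 9774 held 3749 in CFIm25 KO 1 alone, and 7058 held 627 and 455 in CFIm25 KO 2 and 3. The 0 values at 9167 and 7160 are therefore not read here as a loss of RNA. The count of called sites was 45 without control 1 and 329 without CFIm25 KO 3. The authors' unadjusted p was below 0.05 at 2200 sites (7.33%), and the smallest of these values after Benjamini-Hochberg adjustment was 0.129.

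Tandem APA asked whether the use of proximal and distal 3' UTR sites shifted, as loss of CFIm25 has been found to do in other cells. IST1, which acts in endosomal sorting, moved to its proximal site on chromosome 16 (position 71929003 against 71930634), from 68.4 ± 1.4% of reads in control (SD, n = 2) to 84.1 ± 1.5% in CFIm25 KO (SD, n = 3), a shift of 1.29 (SE 0.213, edgeR adjusted p = 0.0313). BCAT1, a branched-chain amino acid enzyme, moved the same way, from 89% in both controls to 95.7 ± 0.91% (shift 1.45, SE 0.251, edgeR adjusted p = 0.0313). DIDO1, a chromatin-binding gene, moved to its distal site, with a proximal share of 87.1 ± 4.4% and 64.7 ± 6.9% (shift -1.85, SE 0.337, edgeR adjusted p = 0.0367). The 2 sites of DIDO1 lay 17788 bp apart, against a median of 961 bp over all pairs. The test did not require the sites of a pair to lie in the same 3' UTR, so this shift may not be tandem. NDUFA5, of respiratory complex I, and the nucleosome-binding HMGN3 also moved to the distal site. Their proximal shares were 27.2 ± 2.3% and 10.6 ± 4.8% for NDUFA5 (shift -1.70, edgeR adjusted p = 0.0379) and 20 ± 0.25% and 11.1 ± 1.4% for HMGN3 (shift -1.01, edgeR adjusted p = 0.0379). These were the 5 pairs past the threshold among 3312, and limma on the log2 ratios called 0. An edgeR model with the library as a block, added after the data were seen, called 16 (5 proximal, 11 distal), with these 5 among them. With the 2 highest sites of any annotation class edgeR called 4 of 4346 pairs, all to the proximal site, with BCAT1 and IST1 among them and DIDO1, NDUFA5 and HMGN3 not called.

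Each of the 5 APA calls was lost without control 1 (edgeR adjusted p = 0.221 for BCAT1, 0.275 for IST1, 0.512 for HMGN3 and 0.538 for both DIDO1 and NDUFA5) and without control 2 (edgeR adjusted p from 0.0682 for DIDO1 to 0.415 for HMGN3). Without CFIm25 KO 1, BCAT1 and IST1 (both edgeR adjusted p = 0.0535), NDUFA5 (edgeR adjusted p = 0.0778) and HMGN3 (edgeR adjusted p = 0.0801) were lost. Without CFIm25 KO 2, DIDO1 and HMGN3 were lost (edgeR adjusted p = 0.128 and 0.266). Without CFIm25 KO 3 all 5 were kept among 25 called pairs. In every one of these fits the 5 shifts kept their direction and at least 0.772 times their size.

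Pairs of APA targets known from other cells were examined next. GSK3B, a kinase that restrains WNT signalling, had a shift of -0.62 (SE 0.436, edgeR adjusted p = 0.641), or of 1.26 in the other direction with its 2 highest sites of any annotation class (SE 0.507, edgeR adjusted p = 0.367), and the kinase PAK2 a shift of 0.32 (SE 0.357, edgeR adjusted p = 0.824). With no minimum share of the pair, CCND1 had a shift of 0.09 (SE 0.233, edgeR adjusted p = 0.93), VMA21 of -0.64 (edgeR adjusted p = 0.299), TIMP2 of -0.80 (edgeR adjusted p = 0.448) and PAK1 of -0.19 (edgeR adjusted p = 0.921). None of these shifts passed the threshold, and DICER1 was not analysed here.

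Across all 3312 pairs the median shift was -0.0924, with quartiles of -0.41 and 0.22, and 57.7% of pairs leaned to the distal site. At an unadjusted p under 0.05 there were 355 pairs (10.7%), 109 to the proximal and 246 to the distal site. For 1131 pairs (34.1%) the 95% interval of the model without a library term lay within 1 of 0 on the log2 scale. In that model a 2-fold shift was excluded there, and 223 pairs (6.73%) had an estimate beyond 1. The library medians of the log2 ratio were -0.37 and -0.34 in control and -0.41, -0.46 and -0.38 in CFIm25 KO, and their group means differed by -0.0656 (exact permutation p = 0.2).

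**Figure D2:**
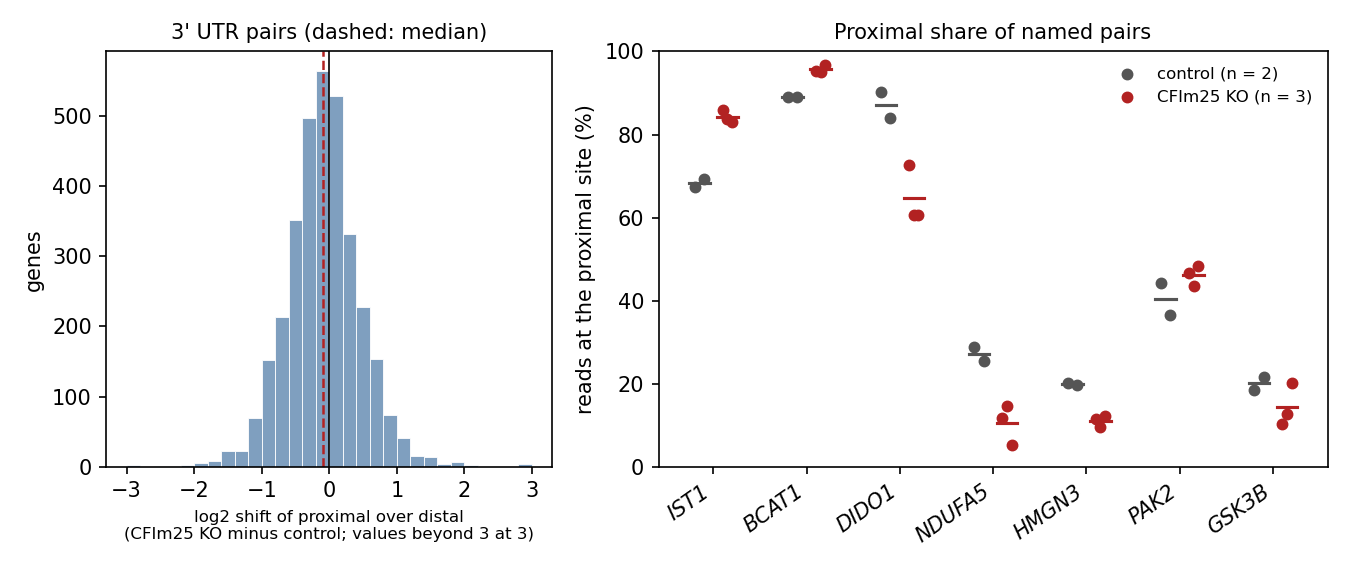
Left, the distribution over 3312 genes of the log2 shift of proximal over distal reads, CFIm25 KO minus control, with a dashed line at the median of -0.0924. Right, the percentage of reads at the proximal site for named pairs, with 1 point per library and a line at the group mean (control, n = 2; CFIm25 KO, n = 3), where IST1 lay at 68.4% and 84.1% on average.

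Intronic polyadenylation, which shortens the protein, was compared with 3' UTR use in 1019 genes. PCM1 moved to its intronic site, from 27.9 ± 3.9% of reads in control (SD, n = 2) to 54.6 ± 2.5% in CFIm25 KO (SD, n = 3), a shift of 1.65 (SE 0.286, edgeR adjusted p = 0.00507). CSNK1E moved from 56.8 ± 0.19% to 80.2 ± 7% (shift 1.62, SE 0.324, edgeR adjusted p = 0.0203). SMAD2, which carries Nodal and TGF-beta signals, moved from 1 ± 0.57% to 5.17 ± 0.57% (shift 2.40, SE 0.521, edgeR adjusted p = 0.0371). Its intronic reads were 5 and 2 in control and 31, 27 and 15 in CFIm25 KO. ZNF133, a KRAB zinc finger gene, held 0 of 235 reads at introns in control, which allows a share of up to 1.28%, and 38 of 423 reads (8.98%) in CFIm25 KO (edgeR adjusted p = 0.00507). LMBR1L, a membrane receptor gene, fell from 17.8 ± 0.71% to 3.34 ± 1.7% (shift -2.64, SE 0.587, edgeR adjusted p = 0.0373). Its intronic reads were 13 and 18 in control and 2, 4 and 5 in CFIm25 KO. FMR1, which encodes a translational regulator, fell from 50% in both controls to 19.2 ± 5.7% (shift -2.12, SE 0.477, edgeR adjusted p = 0.0373). Its intronic reads were 34 and 25 in control and 12, 9 and 11 in CFIm25 KO. For SMAD2, LMBR1L and FMR1 the shares rest on few intronic reads, so close or equal shares within a group do not show precision. PCM1, CSNK1E, SMAD2, ZNF133, LMBR1L and FMR1 were the 6 genes past the threshold, and 107 genes (10.5%) had an unadjusted p under 0.05. The median shift was 0.02, and for 178 genes (17.5%) the 95% interval of the model without a library term excluded a 2-fold shift.

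All 6 intronic calls were lost without control 1, without control 2 and without CFIm25 KO 1, with 0 genes called in each. Without control 1 the edgeR adjusted p lay between 0.277 for ZNF133 and SMAD2 and 0.485 for FMR1, and without control 2 between 0.198 for PCM1 and 0.51 for SMAD2. Without CFIm25 KO 1, PCM1, ZNF133 and CSNK1E each had an edgeR adjusted p = 0.0533, and LMBR1L had the highest at 0.206. Without CFIm25 KO 2, SMAD2 and LMBR1L (both edgeR adjusted p = 0.084) and FMR1 (edgeR adjusted p = 0.154) were lost. Without CFIm25 KO 3 all 6 were kept among 25 called genes. The 6 shifts kept their direction and at least 0.784 times their size throughout.

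**Figure D3:**
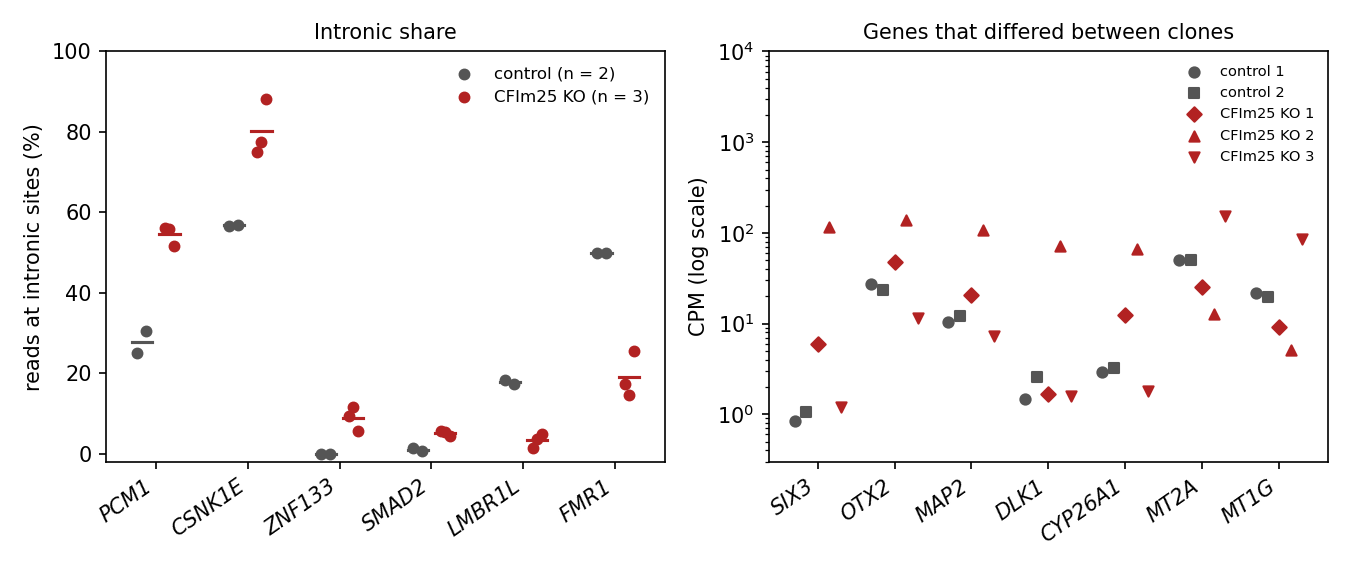
Left, the percentage of reads at intronic sites in the 6 called genes, with 1 point per library and a line at the group mean (control, n = 2; CFIm25 KO, n = 3). Right, levels in CPM on a log axis of genes that differed between the CFIm25 KO clones, 1 symbol per library, with SIX3 at 116 CPM in clone 2 against 5.9 and 1.21 in clones 1 and 3.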

Values the study reported

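By mRNA sequencing of the same lines, an assay other than the one analysed here, the study counted 587 genes that differed at P < 0.05, of which 277 were lower and 310 higher in the edited lines. With the fold change required to exceed 2, the study gave 99 lower and 129 higher genes.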

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

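The tests chosen after the data were seen were those with sites merged, with sites at 0 beside a filled library left out, and with the library as a block. For gene level expression (7 genes called), DESeq2's own test called 27 (10 higher, 17 lower), including all 7. Its size factors, the library totals, no count filter and 3' UTR sites only gave 6, 10, 8 and 6, and the share of higher calls, 28.6% in the fit reported, was 16.7% with 3' UTR sites only, 0% without control 2 or CFIm25 KO 1 and 50.4% without CFIm25 KO 3. The 1 fold change that reversed was the fold change of CSNK1E with 3' UTR sites only (-0.11), since its rise lay at intronic sites. For poly(A) site expression (25 called) DESeq2 called 78. For tandem 3 prime UTR APA (5 called) the pooled Fisher exact test, which ignores the spread between clones, called 585 (193 proximal, 392 distal), the library as a block 16, limma on log2 ratios 0, and the 2 highest sites of any annotation class 4, all proximal, with 2 of the 5 among them. For intronic versus 3 prime UTR site usage (6 called) the pooled Fisher exact test called 128 and no count filter 5. For the gene lists (6 called) both the estimated inter-gene correlation and fry by direction called 0, and fry's mixed test called 2. The cause of these other differences was not tested.

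Leaving out 1 library gave 2 to 123 genes, 2 to 7 gene lists, 29 to 329 sites, 4 to 25 tandem pairs and 0 to 25 intronic genes, the highest count each time without CFIm25 KO 3. The median APA shift stayed between -0.113 and -0.0782, the difference in annotation class shares (intronic) between -0.0922 and -0.0196 percentage points, and no chromosome was called with an estimated correlation or with a library left out, the only alternatives run for chromosomes. With the replicate number as a block, gene level expression gave 634 calls (310 higher, 324 lower), poly(A) site expression 624, tandem 3 prime UTR APA 28, intronic versus 3 prime UTR site usage 15 and the gene lists 8. The labels do not say that the numbers pair the samples, and only 2 numbers are shared. Deviations of same-numbered libraries correlated at 0.1 and 0.081. With 2 controls the crossed values are their mirror (-0.1 and -0.081), so these correlations cannot settle pairing. CFIm25 KO 3 has no control of its number, so that it adds nothing to the contrast. Over 113 fold changes of named genes and 1344 alternative values, 1250 kept direction and side of the threshold, 15 dropped below it, 50 passed it, 28 without a call changed sign and 1 reversed. The UGUA test was not run, with either window. Depth was not varied, so its share in what was missed is not known. At this depth and spread the median standard error of an APA shift was 0.394, and 16% of APA pairs and 28% of intronic genes simulated at 2-fold were recovered. Those simulations drew the 2 counts of a gene independently. They recovered fewer pairs with the library as a block (8% at 2-fold), whereas with these data the block called more pairs. The recovery rates may therefore not describe the power for these pairs.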

Other observations

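The tests of sites at 0, of CSNK1E, of the splits at the gene level and of the merging of sites for the lean to distal sites were chosen after the data were seen, and so was the second criterion for silenced genes. In several developmental genes 1 CFIm25 KO clone stood apart from the other clones. CFIm25 KO 2 held high levels of the forebrain factors SIX3 and OTX2 (116 and 137 CPM, against 5.9 and 47.6 in CFIm25 KO 1 and 1.21 and 11.5 in CFIm25 KO 3). The neuronal gene MAP2 was at 109 CPM in CFIm25 KO 2, against 20.7 and 7.24 in the others. DLK1, an imprinted inhibitor of Notch, was at 71 CPM there, against 1.69 and 1.61, and CYP26A1, which degrades retinoic acid, at 66.9 CPM, against 12.4 and 1.81. CFIm25 KO 3 held high metallothioneins, with MT2A at 152 CPM against 25 and 12.6 in the other clones and 50 and 50.4 in control, and MT1H at 115 CPM against 7.87 and 2.3. The RNA-binding pluripotency gene LIN28A was at 2504 CPM in control 1 and 748.5 CPM in control 2. These genes were chosen after their values were seen, and no explanation of the clone differences was tested.

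Of the 10 splits of the 5 libraries into 2 and 3, 2 gave at least the 7 genes of the real split, and the highest other gave 122. That split set CFIm25 KO 1 and 2 against the rest, which points to a structure of the samples beyond the 2 groups. The chi-square per degree of freedom over nuclear sites was 4.544 and 4.004 for CFIm25 KO 3 with controls 1 and 2. With CFIm25 KO 1 and 2 it was 6.461 and 8.683, and between CFIm25 KO 1 and 2 it was 5.715. By this measure, which also depends on read depth, CFIm25 KO 3 lay nearer to the controls than to the other edited clones. For tandem APA 3 splits gave at least the 5 pairs of the real one, and the highest other gave 7. The splits are too few for a share under 0.05.

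In the CFIm25 KO clones 4 genes lay at or under 1/8 of the control mean in all 3 clones, namely CHCHD2, MPV17L, ZFP42 and CCDC152, out of 10603 genes with at least 3 CPM in control. Loss of a chromosome segment that reached most neighbours was argued against. The 10 nearest tested genes of each had a median log2 fold change whose median was 0.0017. A loss confined to the gene, or to it and a few neighbours, would leave this value near 0 and was not tested. Silencing that arose separately in single clones may contribute, as 15 genes were near 0 in exactly 1 clone, which met the bound set beforehand for that explanation (at least 3 times the 4 genes). Of the 15, however, 11 were near 0 in CFIm25 KO 2, 3 in CFIm25 KO 1 and 1 in CFIm25 KO 3, so a single clone carried the count, and 1 of the 11 was the mitochondrial MT-RNR2, whose 0 is not read here as a loss of RNA. A second criterion was added after this was seen. Independent silencing at equal odds for every gene would put 1.2e-05 genes near 0 in all 3 clones by chance. The 4 genes found argue against silencing of that kind, though not against silencing at loci prone to it. The reverse count, of genes near 0 in the controls against the CFIm25 KO mean, gave 5 of 10673 genes in both controls and 9 in exactly 1. The 5 (CYP26A1, SIX3, FRZB, DLK1 and LINC01833) were each highest in CFIm25 KO 2, so a single clone can produce a count of this size in that direction. The 4 genes above held reads in both controls, so the reverse count does not bear on their cause. Silencing at loci prone to it in culture, a loss confined to a gene, and an effect of CFIm25 itself stay open. They cannot be told apart with 3 clones. The study reports that putting CFIm25 back raised most of the lowered transcripts again, an experiment outside these libraries.

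Pairs leaned to the distal site, with a median shift of -0.0924. Noise of pairs with few reads was argued against, because the pairs with more reads gave -0.0949 and those with fewer -0.0854. A region split over neighbouring sites was argued against too, because merging sites within 100 bp gave -0.0964. A difference between single libraries may underlie the lean, since the group means of the library medians differed by -0.0656, less than the range of 0.0822 within CFIm25 KO. Overlap of the library medians was the sign set beforehand for this explanation. The medians did not overlap (-0.372 and -0.3384 in control, -0.415, -0.4648 and -0.3826 in CFIm25 KO). A difference between single libraries cannot be told apart from an effect of the editing with 5 libraries.

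Sites at 0 in a library beside a filled library of the same group numbered 235 in the nucleus, of which 161 had a neighbour within 100 bp. Different positions given to 1 poly(A) region in different libraries may explain these 161, because the neighbour was higher in the libraries at 0 than in the filled library, by a median of 0.372 on the log2 scale, against 0.296 if it took up all reads of the site. Sites at 0 in every library of 1 group and filled in the other numbered 4 in the nucleus (in TUBA4A, KSR1, EIF2B3 and on chromosome X), and merging sites within 100 bp left 1, on chromosome X. This merging decides nothing, because the neighbours of the other 3 held reads in all libraries and would remove the 0 values whatever their cause. The origin of these 4 sites and of the 4 mitochondrial sites of this kind stays open.

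For CSNK1E, the rise of the intronic share did not rest on a single library. CSNK1E was chosen for its difference in these same libraries, so the values that follow describe it and are not independent support. The lowest CFIm25 KO share lay 18 percentage points above the highest control share, more than the range of 13.2 within CFIm25 KO, and the rise stayed whichever library was left out. The edgeR call was lost in 3 of those 5 fits, while the log2 shift stayed between 1.27 and 1.91.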
